# Deep sequencing reveals global patterns of mRNA recruitment during translation initiation

**DOI:** 10.1038/srep30170

**Published:** 2016-07-27

**Authors:** Rong Gao, Kai Yu, Jukui Nie, Tengfei Lian, Jianshi Jin, Anders Liljas, Xiao-Dong Su

## Abstract

In this work, we developed a method to systematically study the sequence preference of mRNAs during translation initiation. Traditionally, the dynamic process of translation initiation has been studied at the single molecule level with limited sequencing possibility. Using deep sequencing techniques, we identified the sequence preference at different stages of the initiation complexes. Our results provide a comprehensive and dynamic view of the initiation elements in the translation initiation region (TIR), including the S1 binding sequence, the Shine-Dalgarno (SD)/anti-SD interaction and the second codon, at the equilibrium of different initiation complexes. Moreover, our experiments reveal the conformational changes and regional dynamics throughout the dynamic process of mRNA recruitment.

Translational control is an important type of posttranscriptional regulation in determining weather, when, and how much protein will be synthesized with a given mRNA^1^. Regulation at the translational level accounts for large variations in expression among different genes^2^. Among the many aspects that can regulate translation efficiency^2^,^3^,^4^,^5^, translation initiation is usually considered a key determinant of the translational yield for most mRNAs^6^,^7^,^8^,^9^.

The translation initiation efficiency of a given mRNA is determined by its translation initiation region (TIR)^1^. TIRs have varied sequences with some preferred bases, but the sequences are non-unique^9^,^10^. A combination of multiple elements in this region is usually thought to contribute to the mRNA recruitment^11^, which includes the initiation codon, the Shine-Dalgarno (SD) sequence, the availability of the SD sequence for binding to the anti-SD (ASD) sequence near the 3′ end of the 16S rRNA^8^, the distance between the SD sequence and the initiation codon, and the specific enhancer sequences (A/U-rich elements) recognized by protein S1 of the 30S ribosomal subunit^7^,^11^. The efficiency of mRNA recruitment is the cooperative and cumulative result of the multiple elements at the translation initiation region^9^,^10^.

Translational initiation is a dynamic process and is often referred to as the rate-limiting step of translation^3^,^12^,^13^. In bacteria, the binding of mRNAs and formation of the translational initiation complex mainly proceed in three stages: assembly of the 30S pre-initiation complex (30S PIC), transition into a mature 30S initiation complex (30S IC) with structural rearrangements, and final formation of the 70S initiation complex (70S IC) that is ready for elongation^11^,^13^,^14^,^15^. Initial binding of mRNA has been reported independent of any initiation factors and can take place at any moment during 30S PIC assembly^16^. This rapid binding step facilitates the swift recruitment of mRNAs to the 30S subunit of the ribosome, but with poor specificity^8^,^17^. To guarantee that translation starts at the proper site, mRNA binding to the ribosome depends on kinetic control based on multiple checkpoints as the initiation complex proceeds from the 30S PIC to the 30S IC and finally to the 70S IC^11^,^16^.

Although extensive research has been carried out to study the effect of the initiation elements, the focus has mainly been on the manipulation of protein expression by the 70S IC, the final stage of the initiation complex. Moreover, although many experiments have been performed with a single RNA sequence to study the kinetics of mRNAs at different stages of initiation^1^,^7^,^8^,^11^,^16^, such experiments cannot easily reveal the entire range of sequence possibilities for mRNA recruitment. In this study, we attempted to elucidate the dynamic process of mRNA recruitment and to study the selection of mRNAs at a truly global level. We developed techniques based on high-throughput sequencing (deep sequencing) to clarify the behavior of the potential initiation elements at the equilibrium state in different stages of initiation complexes (Supplementary Fig. S1). To achieve this goal, artificial mRNA libraries were prepared with a randomized region at desired positions (Supplementary Fig. S2). These mRNA libraries were selected by the 30S ribosome, the 30S IC, and the 70S IC individually (referred to as 30S, 30SIC, and 70SIC from here on). Our results provide a comprehensive view of the dynamic process of mRNA recruitment during translation initiation.

## Results

As shown in Supplementary Figs S1 and S2, we used different mRNA libraries. Our experiments were carried out at equilibrium conditions. Briefly, each mRNA library was incubated with ribosomes (30S, 30SIC, or 70SIC) at 37 °C for 30 minutes to form mRNA-ribosome complexes. The bound RNAs were then separated from the unbound RNAs by binding His-tagged ribosomes to Ni-NTA resin with additional incubation at 4 °C for 16 hours.

### Overview of the sequence properties in the TIR upstream of AUG

To elucidate the sequence properties in the TIR upstream of AUG (−20 to −1), we synthesized the mRNA library N20U, which contains 20 randomized nucleotides upstream of the AUG codon (Supplementary Fig. S2). The mRNA library was selected by the 30S subunit, the 30SIC or the 70SIC, followed by deep sequencing with a non-selected mRNA library as the blank control (Supplementary Table S2). 

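In the N20U experiment the base at each of the 20 randomized positions was counted in 4 kinds of library: the mRNAs not exposed to ribosomes (Blank) and those captured by the 30S subunit, the 30SIC and the 70SIC. Each was made 2 times, in independently repeated experiments. For the captures, 2.0 μM mRNA was incubated with 0.2 μM ribosomes, so that mRNA was in excess. The 30SIC and the 70SIC also held initiation factors and initiator tRNA, both at 0.4 μM. The tables deposited by the authors give, for each library, the number of reads with A, U, C or G at each position, after removal of low-quality reads and of possible rRNA fragments and after restriction to reads with a complete randomized region. The first repeat held 3537137 reads for the Blank, 380366 for the 30S, 1521384 for the 30SIC and 1014606 for the 70SIC. The second repeat was shallower, with 389038, 25360, 99396 and 289217 reads in the same order. Undetermined bases made up at most 0.00163% of the calls in any library and were left out. Here the share of a base at a position was divided by its share in the Blank of the same repeat, which gives a relative base preference with a background of 1. Counts were then tested with edgeR's quasi-likelihood test over the 80 combinations of base and position, with the repeat as a block because each repeat has its own Blank, and with Benjamini-Hochberg adjustment at 0.05. These 80 values are not independent, since the shares of the 4 bases at a position sum to a fixed total and 1 read covers all positions. Even in the shallowest library the standard error of a share from counting was at most 0.314 percentage points. The precision of the tests was set by the spread left between libraries once the shift shared by a repeat was removed. This spread was a biological coefficient of variation of 4.85%.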

The results from two independently repeated experiments are provided in Fig. 1. The two repeats presented similar base preference in the TIR upstream of AUG. 

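The 30SIC and the 70SIC each gave a profile of base preference of similar shape in both N20U repeats, and the 30S profile was less alike. Across the 80 combinations of base and position, which are not independent replicates, the log2 relative preferences of the repeats had a Pearson correlation of 0.94 for the 30SIC (Spearman 0.929) and 0.96 for the 70SIC (Spearman 0.953). For the 30S the correlation was 0.60 (Spearman 0.458). Between complexes, the first 30SIC and the second 70SIC correlated at 0.977, and the first 70SIC and the second 30SIC at 0.878. These correlations do not tell the 30SIC from the 70SIC, and they leave out the size of a preference. The repeats lay on the same side of 1 for 69 of 80 values in the 30SIC, 70 in the 70SIC and 52 in the 30S. The median difference between repeats was 3.28% of the value in the 30SIC, 5.44% in the 70SIC and 6.99% in the 30S. The 30S of the second repeat was also the library with the fewest reads. Its counting error over reads, at most 0.314 percentage points of a share, was small beside these differences.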

After determining the influence of the background library (with the relative value normalized to 1 for the background), we detected striking base preferences at different positions during the process of forming different initiation complexes. Obviously, this is a dynamic process with the initiation signals accumulated to different extents at different stages. 

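Base preference was weakest in the 30S and strongest in the 70SIC. Against the Blank, 11 of the 80 combinations of base and position were higher and 5 lower in the 30S, 15 higher and 20 lower in the 30SIC, and 22 higher and 26 lower in the 70SIC (adjusted p under 0.05, edgeR). From the 30S to the 30SIC 12 rose and 13 fell. The steepest of these falls were in C-bases, by 0.49 on the log2 scale at −20 (standard error 0.11, adjusted p = 0.0343, edgeR) and by 0.30 at −9, −10 and −11. From the 30SIC to the 70SIC none passed the test in edgeR or limma, with 18 at an unadjusted p under 0.05 in both; with TMM factors 4 rose and 3 fell, and DESeq2 called 2 higher and 4 lower. Without the first 70SIC library, 8 rose and 6 fell in this step. With TMM factors or DESeq2 the split in the 30S against the Blank became 15 higher and 1 lower, and the split from the 30S to the 30SIC became 6 higher and 13 lower with TMM and 5 higher and 17 lower with DESeq2. No call of the 30S against the Blank, or of the 30SIC against the 30S, passed when either 30S library or either Blank library was left out, and without the repeat as a block only the 70SIC kept calls against the Blank (6 higher, 8 lower). Leaving out a library also leaves fewer libraries to estimate the spread from, so a lost call does not by itself show that a change is absent. From the differences between the profiles the paper concludes that recruitment is a dynamic process in which initiation signals accumulate to different extents at different stages.

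**Figure D1:**
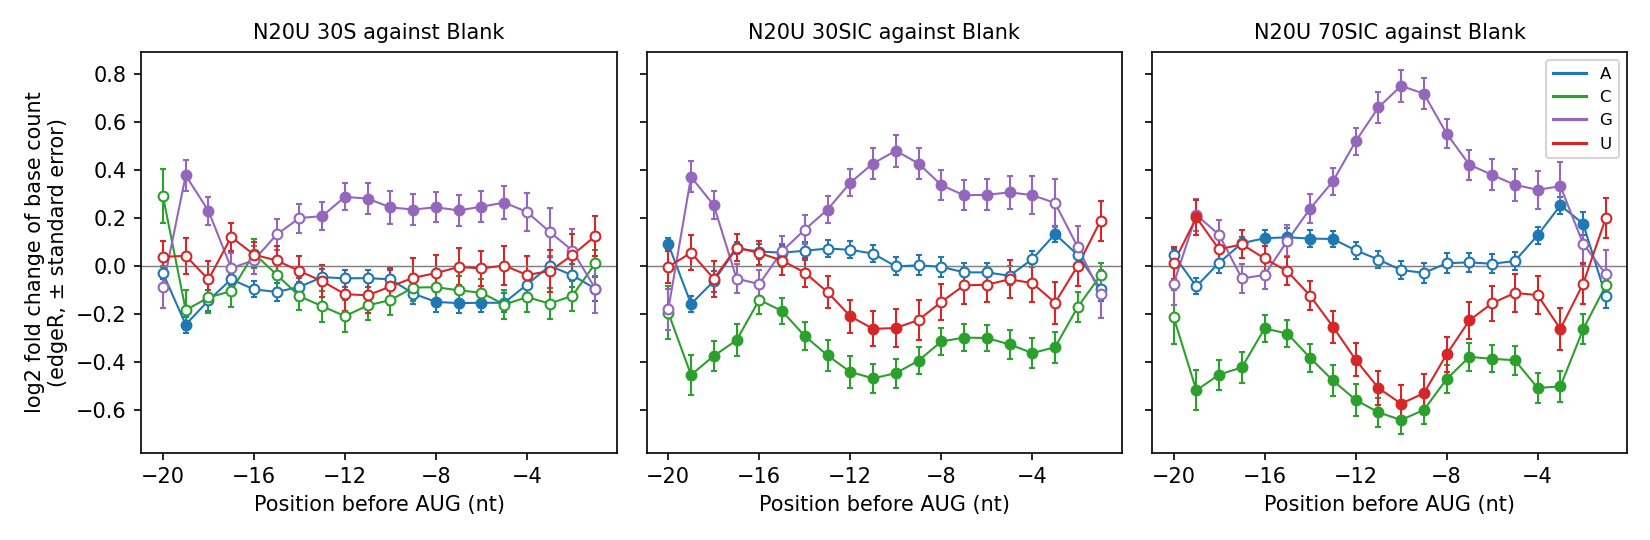
log2 fold change of the count of each base against the Blank (vertical axis, edgeR estimate from 2 repeats, bars are standard errors) by position before AUG in nucleotides (horizontal axis), for the N20U 30S, 30SIC and 70SIC. Filled points passed an adjusted p of 0.05; the G curve of the 70SIC peaks at 0.75 at −10, where C is at −0.64 and U at −0.57.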

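G was the most enriched base between −15 and −5, the part of the mRNA that holds the Shine-Dalgarno sequence, in all of the complexes. Its mean relative preference over these 11 positions was 1.18 ± 0.0286 (SD, n = 2) in the 30S, 1.24 ± 0.0071 (SD, n = 2) in the 30SIC and 1.39 ± 0.122 (SD, n = 2) in the 70SIC. G-bases were higher than in the Blank at 9 of the 11 positions in the 30S, 9 in the 30SIC and 10 in the 70SIC, and lower at none; adjusted over the list alone, the counts were 10, 10 and 10. Within this region the 30SIC and 70SIC profiles were highest at −10 in both repeats, at 1.41 and 1.38 in the 30SIC and at 1.56 and 1.81 in the 70SIC. At −10 the log2 fold change against the Blank was 0.48 in the 30SIC (standard error 0.07, adjusted p = 0.00262, edgeR) and 0.75 in the 70SIC (standard error 0.07, adjusted p = 0.000172, edgeR). The 30S had no such peak; its highest values within the region were 1.22 at −5 in the first repeat and 1.22 at −12 in the second. Outside the region, G at −19 was higher still in the 30S, at 1.28 and 1.31 in the repeats (log2 fold change 0.38, standard error 0.07, adjusted p = 0.0224, edgeR), and in the 30SIC it was at 1.19 and 1.41, in the second repeat above the value at −10. This call in the 30S did not pass without either Blank library, without either 30S library or without the repeat block. From the 30S to the 30SIC G rose at 1 of the 11 positions, −10, by 0.24 on the log2 scale (standard error 0.07, adjusted p = 0.0448, edgeR; 0 positions when adjusted over the list alone). The calls in the 70SIC held in 8 to 10 positions when any 1 library was left out, while those in the 30S and the 30SIC went down to 0.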

A significant enrichment in G-bases in the middle region of the randomized 20-base region (−15 to −5) was observed during 30SIC and 70SIC formation, but not so obviously in 30S alone. 

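In the 30SIC and the 70SIC, U-bases were depleted in the middle of the N20U region, and their means were nearer to the background at both ends. Between −15 and −5 the mean relative preference of U was 0.82 ± 0.0273 (SD, n = 2) in the 70SIC, 0.916 ± 0.0398 (SD, n = 2) in the 30SIC and 0.973 ± 0.0949 (SD, n = 2) in the 30S. U was lower than in the Blank at 7 of these 11 positions in the 70SIC and at 3 in the 30SIC (7 and 0 when adjusted over the list alone), with the deepest fall at −10 in the 70SIC (log2 fold change −0.57, standard error 0.08, adjusted p = 0.000682, edgeR). Between −20 and −15 the mean was 1.05 ± 0.0246 (SD, n = 2) in the 70SIC, 1.02 ± 0.0259 (SD, n = 2) in the 30SIC and 1.03 ± 0.0805 (SD, n = 2) in the 30S, and 1 of the 6 positions was higher in the 70SIC, with none when adjusted over the list alone. Between −4 and −1 U was at 0.963 ± 0.0308 (SD, n = 2) in the 70SIC, 0.999 ± 0.0518 (SD, n = 2) in the 30SIC and 1.03 ± 0.148 (SD, n = 2) in the 30S. Of these 4 positions 1, −3, was lower than the Blank in the 70SIC, with none when adjusted over the list alone; with TMM factors 1 was lower and 1 higher, and DESeq2 called none. In the 30S the repeats lay on opposite sides of 1 in all 3 regions. Leaving out 1 library at a time gave 4 to 10 called positions for the middle region of the 70SIC and 0 to 5 for that of the 30SIC.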

U-bases were preferred at the beginning of the randomized region (−20 to −15) and probably also at the region close to the AUG codon, but not at the middle region (−15 to −5). A-bases were mildly selected all over the region (−20 to −1). 

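A-bases changed little over the N20U region and differed between the complexes. The mean relative preference of A over the 20 positions was 0.937 ± 0.0218 (SD, n = 2) in the 30S, 1.01 ± 0.0213 (SD, n = 2) in the 30SIC and 1.04 ± 0.0147 (SD, n = 2) in the 70SIC. Against the Blank, A was higher at 8 of 20 positions and lower at none in the 70SIC, higher at 3 and lower at 1 in the 30SIC, and higher at none and lower at 5 in the 30S (edgeR). Adjusted over the list alone, the 70SIC had 8 higher, the 30SIC 0 higher and 1 lower, and the 30S 6 lower. The deepest fall in the 30S was at −19 (log2 fold change −0.24, standard error 0.03, adjusted p = 0.00993, edgeR). With TMM factors or DESeq2 the 30S count was 1 lower, and 9 or 8 positions were higher in the 70SIC. From the 30S to the 30SIC A rose at 11 of 20 positions, and at 16 when adjusted over the list alone; with TMM factors or DESeq2 it rose at 4. Leaving out 1 library at a time gave 1 to 8 higher positions in the 70SIC and 0 to 6 lower ones in the 30S.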

Compared with other bases, C-bases were poorly selected in the randomized region of N20U, in agreement with a previous report^18^. 

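C was the least selected base in the 30SIC and the 70SIC, which held both initiation factors and initiator tRNA. Its mean relative preference over −20 to −1 was 0.94 ± 0.0487 (SD, n = 2) in the 30S, 0.809 ± 0.0018 (SD, n = 2) in the 30SIC and 0.752 ± 0.0466 (SD, n = 2) in the 70SIC. C was lower than in the Blank at 16 of 20 positions in the 30SIC and at 18 in the 70SIC (18 and 18 when adjusted over the list alone, edgeR). In the 30S no position passed the test in edgeR or limma, and 1 was higher with TMM factors or DESeq2. At −10 the log2 fold change was −0.45 in the 30SIC (standard error 0.06, adjusted p = 0.00262, edgeR) and −0.64 in the 70SIC (standard error 0.06, adjusted p = 0.000172, edgeR). C fell from the 30S to the 30SIC at 13 of 20 positions, and at 18 when adjusted over the list alone. The count in the 70SIC was 15 to 19 when any 1 library was left out; that in the 30SIC was 0 without the second Blank library.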

The observed base preference provided a global view of the cumulative elements in this region, including the A/U-rich sequences at the 5′ end of the mRNA and the A/G-rich SD sequences. In addition, the mildly accumulated A-bases throughout the region might imply a requirement for a loose secondary structure in this region. It does not seem accidental that we observed a small peak in A-bases in the −3 position, followed by the increased preference for U- and C-bases in the next two positions (−2 and −1).

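At −3 the relative preference of A was 1.00 ± 0.0293 (SD, n = 2) in the 30S, 1.10 ± 0.029 (SD, n = 2) in the 30SIC and 1.19 ± 0.0116 (SD, n = 2) in the 70SIC. Against the Blank, A at −3 rose in the 30SIC (log2 fold change 0.13, standard error 0.03, adjusted p = 0.0164, edgeR) and in the 70SIC (0.25, standard error 0.03, adjusted p = 0.000682, edgeR). U at −1 was at 1.15 ± 0.0399 (SD, n = 2) in the 70SIC and 1.14 ± 0.0179 (SD, n = 2) in the 30SIC, above 1 in both repeats, without passing the test (adjusted p = 0.0703 and 0.108, edgeR); both passed with TMM factors or without either 30S library, and neither did with DESeq2. U at −2 was at 0.95 ± 0.0215 (SD, n = 2) in the 70SIC and 1.00 ± 0.0676 (SD, n = 2) in the 30SIC. In the 70SIC U at −3 lay further below the Blank, at 21.5% against 25.2% of bases in the first repeat and 24.1% against 29.5% in the second. U in the 70SIC thus rose relative to the Blank from −3 to −2 and again to −1. C was at 0.834 ± 0.0635 (SD, n = 2) at −2 and 0.946 ± 0.0342 (SD, n = 2) at −1 in the 70SIC, against a log2 fold change of −0.50 at −3 (standard error 0.06, adjusted p = 0.000571, edgeR), so that it came nearer to the background toward AUG. C at −2 was lower than in the Blank in the 70SIC (adjusted p = 0.00856, edgeR) and C at −1 did not pass (adjusted p = 0.229, edgeR).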

### Codon preference for the second codon

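N20D carries 20 randomized nucleotides directly after AUG, so that its first 3 positions are the second codon. It was captured and sequenced as N20U was, in 2 independently repeated experiments with a Blank each. The first repeat held 5964381 reads for the Blank, 2568078 for the 30S, 2606090 for the 30SIC and 4788969 for the 70SIC; the second held 1359386, 267916, 196692 and 335163. The counts deposited by the authors give bases by position, and the joint occurrence of the 3 bases of a codon was not analysed here. The measures and the test were those of N20U, over 80 combinations of base and position. The spread left once the shift shared by a repeat was removed was a biological coefficient of variation of 5.13%. In tests on simulated libraries of these sizes, edgeR recovered 100% of base-positions raised by 1.3 times for each complex against the Blank. This rise was set before the shares were rescaled, and came to a median estimated fold of 1.206 to 1.212. Of those raised by 1.1 times, edgeR recovered 55% for the 30S, 61% for the 30SIC and 57% for the 70SIC. The simulated noise of 3% per library was below the 5.13% of the data. Recovery in the data can therefore be lower, and an uncalled base-position may still have changed.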

The sequence properties were also analyzed at the N-terminus of the translational region (+1 to +20) using mRNA library N20D (D for downstream of AUG). Our sequencing results identified the codon preference for the codon directly following AUG from two independently repeated experiments for N20D. The relative codon frequency selected was analyzed for all 64 codons, and a preference for ANN and GNN in 70SIC was observed (Fig. 2). 

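At the first base of the second codon the 70SIC held more A and G and less C and U than the Blank in both repeats. The relative preference in the 70SIC was 1.06 ± 0.0362 (SD, n = 2) for A, 1.06 ± 0.0325 (SD, n = 2) for G, 0.888 ± 0.0021 (SD, n = 2) for C and 0.952 ± 0.0158 (SD, n = 2) for U. In the 30S A was at 1.01 ± 0.0161 (SD, n = 2), G at 0.966 ± 0.0062 (SD, n = 2), C at 1.00 ± 0.0015 (SD, n = 2) and U at 1.03 ± 0.0132 (SD, n = 2). In the 30SIC A was at 1.04 ± 0.0451 (SD, n = 2) and C at 0.947 ± 0.0241 (SD, n = 2), each on 1 side of the background in both repeats, while G was at 0.913 in the first repeat and 1.01 in the second. None of the 4 bases at this position passed the test over the 80 combinations in any complex against the Blank (edgeR). The largest change was that of C in the 70SIC (log2 fold change −0.17, standard error 0.06, adjusted p = 0.127, edgeR), and over the 12 combinations of the second codon alone none passed either, with TMM factors, DESeq2 or limma also calling none over the 80. Adjusted over the 4 bases of the third position of the codon alone, 1 was lower in the 70SIC, U. Without either 30SIC library, 3 of the 12 were lower in the 70SIC over the 80 combinations and none higher, with 1 of them, C, at the first base. Among the changes in the 70SIC were also U at the second base (log2 fold change −0.13, standard error 0.05, adjusted p = 0.177, edgeR) and at the third base (−0.16, standard error 0.05, adjusted p = 0.109, edgeR).

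**Figure D2:**
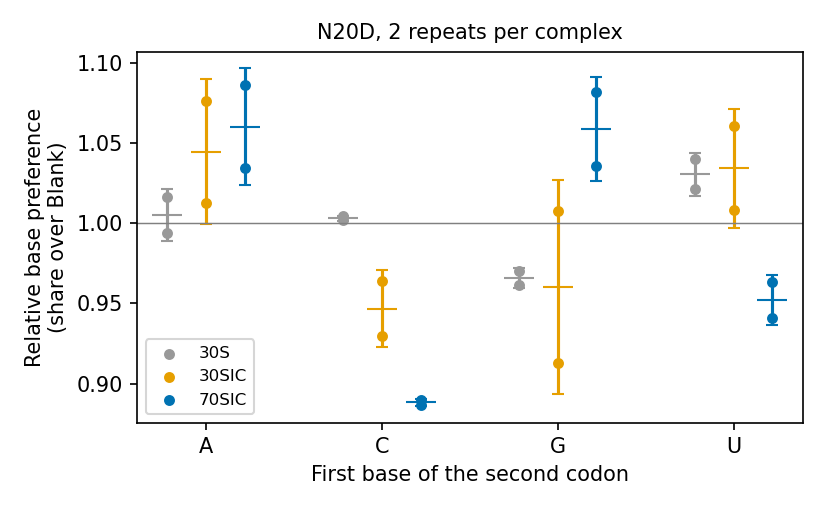
Relative base preference (share over that in the Blank of the same repeat, vertical axis, background 1) of each base at the first position of the second codon (horizontal axis) in the N20D 30S, 30SIC and 70SIC. Points are the 2 repeats, dashes their means and bars the SD; in the 70SIC both repeats of A and G lie above 1 and both of C and U below it.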

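The base preferences at the second codon were alike in the repeats of the 70SIC and the 30S, and less so in those of the 30SIC. Over the 12 combinations of base and position in this codon, the log2 relative preferences of the repeats had a Pearson correlation of 0.83 in the 70SIC, 0.83 in the 30S and 0.40 in the 30SIC, and lay on the same side of 1 in 11, 10 and 9 of the 12. Codon frequencies multiplied from the separate base preferences, as if the 3 positions were independent, gave a squared correlation between repeats over the 64 codons of 0.666 in the 70SIC, 0.681 in the 30S and 0.157 in the 30SIC. These correlations are across bases or codons, which are not replicates. Over all 20 positions of N20D the correlation was 0.64 in the 70SIC, 0.82 in the 30S and −0.27 in the 30SIC.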

Figure 2b shows that these two independent experiments were replicated relatively well, with R^2^ equal to 0.7556. A preference for ANN and GNN in 70SIC was also found previously^19^ (Supplementary Fig. S3a,b), even though no distinct correlation could be recognized between our results and the published codon usage^19^ (Supplementary Fig. S3c). The minimum free energy was calculated for the mRNAs containing different codons at the second codon (Fig. 2d). Interestingly, those mRNAs containing the preferred ANN or GNN at the second codon had a more reduced secondary structure, which emphasizes the correlation between the codon preference and the secondary structure of the mRNA in the formation of the initiation complexes^20^,^21^,^22^,^23^. 

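The folding energy of the mRNA drawn in Fig. 2d was computed here for each second codon with RNAfold, an RNA secondary structure program, on 52 nt from GGAAAAAUUAAGGAGGUAUAUUAUG through the codon to CAUAUUCAACGGGAAACAAAAAAA. The mean minimum free energy over the 16 codons of each kind was −0.938 kcal/mol for ANN, −1.01 kcal/mol for GNN, −1.93 kcal/mol for UNN and −2.86 kcal/mol for CNN. ANN had 0 and GNN 1 of 16 codons below −3 kcal/mol, UNN had 4 and CNN had 7. The spread among codons was wide, with an SD over the 16 codons of 0.78 for ANN, 1.09 for GNN, 1.70 for UNN and 2.33 kcal/mol for CNN, and the lowest value was −7.9 kcal/mol for CCU. The order of the first bases by energy, A, G, U and C, was also their order by mean relative preference in the 70SIC, where A and G differed by less than the spread between repeats. An order of 4 bases has too few values to test. From the folding energies the paper reasons that the codon preference and the secondary structure of the mRNA are correlated in the formation of the initiation complexes.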

Because our experiments were carried out without any factors involved in the following elongation step, the codon preference at the second codon implies an intrinsic evolutionary requirement from translation initiation. The relative flexible structure around the start codon could help to smooth the initiation and speed up the rate of translation during the first cycle of elongation.

### The sequence properties in the region −20 to −13

To further investigate the regional characteristics of the TIR upstream of AUG, the randomized nucleotides were subdivided into N8U (U for upstream of AUG) (−20 to −13), N8M (−14 to −7) and N8D (−8 to −1). Each of the libraries was selected by the 30S, the 30SIC and the 70SIC. 

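Libraries N8U, N8M and N8D each carry 8 randomized nucleotides, and each complex was captured and sequenced 1 time, with 1 Blank per library. With no replicates there is no test between complexes, and the 95% intervals given for these libraries cover counting error only; reads amplified by PCR are not independent molecules. For N8U the Blank held 525379 reads, the 30S 127788 and the 30SIC 68900; the N8U 70SIC was not analysed here. For N8M the Blank held 1934143 reads, the 30S 207235, the 30SIC 251373 and the 70SIC 263846. For N8D these were 774305, 789359, 159304 and 965785. Relative base preference was computed from the deposited counts as for N20U. The half-width of its 95% interval was at most 2.32% of the value. The Blanks were uneven: C made up 68.0% of bases at −8 in N8D and G 8.67%, which division by the Blank takes into account. The counts are of single bases, so the 6-mers of the k-mer analysis were not analysed here.

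**Figure D3:**
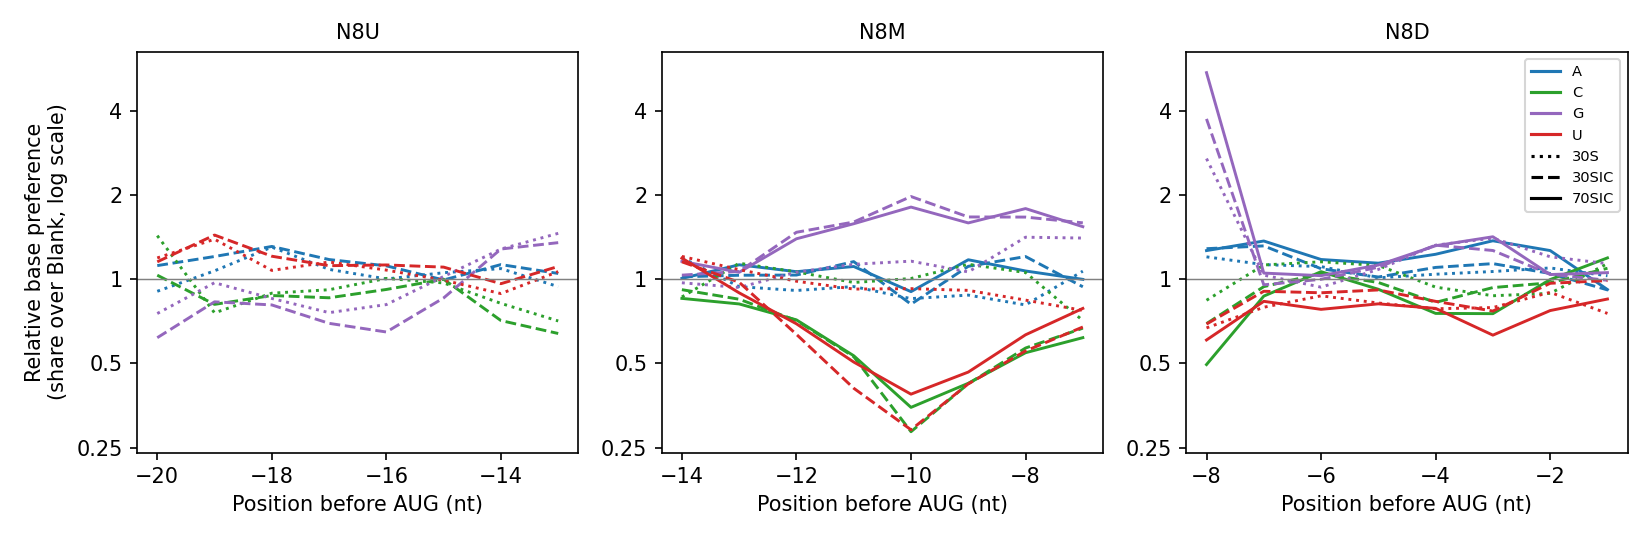
Relative base preference (share over that in the Blank, vertical axis, log scale, background 1) by position before AUG in nucleotides (horizontal axis) in the N8U, N8M and N8D libraries, 1 library per complex. Colours are bases and line styles complexes; in N8M C and U dip to 0.285 and 0.29 at −10 in the 30SIC, and in N8D G reaches 5.46 at −8 in the 70SIC.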

The characteristics of the randomized region in each of the initiation complexes were identified by k-mer analysis (described in the Methods). In our experiment, the k-mer count was evaluated as the sequence occurrence of each of the individual 6-mer sequences in the blank control (the mRNA library alone), 30S, 30SIC, and 70SIC. Then, the influence of the background was deducted from each library by comparison with the blank control. The frequency of the occurrence (KPM_relative_) of each 6-mer was then fitted into a 2D-histogram heat map, which reflected the characteristics of the randomized region enriched during our selection (Fig. 3).

For the mRNA library N8U, a preference for A- and U- bases was identified for the randomized region (Fig. 3a). This sequence pattern is similar to that of the genome analysis of the Gram-negative *Escherichia coli*, but different from the Gram-positive *Bacillus subtilis* (Supplementary Fig. S4, ref. G8U). These observations demonstrate the importance of the ribosomal protein S1 in mRNA recruitment, particularly for the Gram-negative bacteria when the SD/anti-SD interaction is missing^24^,^25^. 

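In N8U, A and U were above the background at most positions and C was below it on average. C was above 1 at 2 of 8 positions in the 30S and at 1 in the 30SIC. At −20 it was at 1.43 in the 30S, above every A and U value there, and at 1.03 in the 30SIC. In the 30SIC the mean relative preference over the 8 positions was 1.14 for A (95% interval 1.13 to 1.14) and 1.15 for U (1.15 to 1.16), against 0.855 for C (0.85 to 0.861) and 0.885 for G (0.88 to 0.89). A and U were each above 1 at 7 of the 8 positions. In the 30S A was at 1.06 (1.05 to 1.06) and U at 1.10 (1.10 to 1.11), each above 1 at 6 of 8 positions, while C was at 0.937 (0.932 to 0.941) and G at 0.988 (0.984 to 0.992). The highest values of A and U in the 30SIC were 1.44 for U at −19 and 1.31 for A at −18. G lay below the background at the 5′ positions, with 0.617 at −20 in the 30SIC, and above it at the 3′ end, with 1.35 at −13.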

The presence of S1 is correlated with recognition of the correct start codon through high-affinity binding to an A/U-rich sequence upstream of the start codon, named the translation enhancer^26^,^27^. In the Gram-positive bacterium *B. subtilis* because the S1 protein is missing^28^, the sequence pattern in this region is completely different, with a tendency for A/G preference (Supplementary Fig. S4b, ref. G8U).

Further comparison of the sequence patterns demonstrated similar sequence patterns among three of the initiation stages for N8U (Fig. 3a). 

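In N8U the 30S and the 30SIC had the same direction of mean preference for each of the 4 bases, and the means were further from the background in the 30SIC. The share of a base in the 30SIC divided by that in the 30S averaged 1.08 for A, 1.05 for U, 0.928 for C and 0.888 for G over the 8 positions. The median change between these complexes was 8.44% of the share, and 12 of 32 combinations of base and position changed by more than 10%. In N8M the same step had a median change of 26.2%, with 25 of 32 combinations above 10%. In the matching part of N20U, −20 to −13, the median change from the 30S to the 30SIC was 10.2% in the first repeat and 7.79% in the second. At −14 to −7 of N20U it was 8.91% and 9.92%, below the other region in the first repeat and above it in the second.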

Little difference was observed for base preference among the three stages in our experiment. This observation reflects the role of S1 protein in recognizing the mRNA as an anchoring point from the first step in mRNA binding to the 30S subunit^7^. This “anchoring point” was not changed during the later processes when forming the 30SIC and the 70SIC.

### The sequence properties in the region −14 to −7

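Purines made up a larger share of the mRNAs in the 30SIC and the 70SIC than of the Blank at −14 to −7, and most of this came from G. In N20U the mean purine share over these positions was above that of the Blank by 2.55 ± 1.71 percentage points (SD, n = 2) in the 30S, 7.01 ± 1.32 (SD, n = 2) in the 30SIC and 11.5 ± 1.57 (SD, n = 2) in the 70SIC, where it reached 66.3% and 66.4% in the 2 repeats. Of the 16 combinations of A or G with these 8 positions, 7 were higher and 2 lower than in the Blank in the 30S, 7 higher in the 30SIC and 10 higher in the 70SIC (edgeR); adjusted over the list alone, they were 8 higher and 3 lower, 7 higher, and 10 higher. In N8M, with 1 library each, the purine share was 54.6% in the Blank, 56.5% in the 30S, 70.6% in the 30SIC and 70.1% in the 70SIC. Without the first and last position these were 58.6%, 58.5%, 77.1% and 76.0%, so that the rise in the 30S was lost. G in N8M averaged 1.51 in the 30SIC and 1.49 in the 70SIC, with a peak of 1.97 at −10 in the 30SIC, whereas A averaged 1.04 and 1.06.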

Our deep sequencing results demonstrated an extraordinary base preference for purines (A- and G-bases), particularly in the region −14 to −7 of mRNAs (Figs 1 and 3b). 

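From the 30S to the 30SIC the A and G content at −14 to −7 went up in both library designs. In N20U, 6 of the 16 combinations of A or G with these positions rose and none fell (edgeR), and 9 rose when adjusted over the list alone. Among them were A at −14 (log2 fold change 0.15, standard error 0.04, adjusted p = 0.037, edgeR) and G at −10. None of the calls between these complexes passed without either Blank, either 30S or either 30SIC library. In N8M, with no replicates, the share in the 30SIC divided by that in the 30S averaged 1.32 for G, 1.11 for A, 0.657 for U and 0.644 for C over the 8 positions.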

As the formation of the initiation complexes proceeded from the 30S to the 30SIC, the preference for A/G-bases significantly increased (Figs 1 and 3b). However, there was not much difference in base preference between 30SIC and 70SIC. This observation suggests that there is an mRNA structural rearrangement during the maturation of the 30SIC^8^,^11^.

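In N8M the mean change from the 30SIC to the 70SIC was small for A, C and G. The share of a base in the 70SIC divided by that in the 30SIC averaged 0.995 for G, 1.02 for A, 1.00 for C and 1.13 for U. The median change was 6.61% of the share, the largest was 34.0%, and 9 of 32 combinations of base and position changed by more than 10%. In N20U the mean purine share gained over the Blank was higher in the 70SIC than in the 30SIC in both repeats, by 10.3 against 7.94 percentage points in the first and 12.6 against 6.07 in the second. In this step none of the 16 combinations of A or G with −14 to −7 passed the test over all 80 (edgeR, lowest adjusted p = 0.0968; 5 at an unadjusted p under 0.05), and 4 rose when adjusted over the list alone. Over all 80, TMM factors called 4 of them higher, DESeq2 2 and limma none, and 7 rose in edgeR without the first 70SIC library. The size of the step differed between the N20U repeats, with a median change at −14 to −7 of 4.32% in the first and 13.8% in the second. From a change between the 30S and the 30SIC and what it states to be not much difference after it, the paper proposes a structural rearrangement of the mRNA while the 30SIC matures.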

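At the level of single bases, C and U in the N8M 30S lay close to the background. C averaged 0.992 over −14 to −7 (95% interval 0.989 to 0.995) and was above 1 at 5 of the 8 positions, with a highest value of 1.14. The mean of C was 1.06 without the first and last position, 1.01 with 25% in place of the Blank share and 0.961 with shares pooled over the positions, so that its side of the background depended on the measure. U averaged 0.955 (0.952 to 0.958) and was above 1 at 2 positions, with 1.21 at −14. G averaged 1.14 (1.14 to 1.14), with its highest values at −8 (1.41) and −7 (1.4), and A averaged 0.948 (0.945 to 0.951). The lowest value of the 30S was that of C at −7, 0.711.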

There was an apparent enrichment of CU in the k-mers for N8M in the 30S. This signal was striking as it was completely reversed in 30SIC and 70SIC. 

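In the N8M 30SIC and 70SIC, C and U were depleted. C averaged 0.618 (95% interval 0.616 to 0.62) in the 30SIC and 0.606 (0.604 to 0.608) in the 70SIC and was below 1 at all 8 positions in both. U averaged 0.639 (0.636 to 0.641) and 0.694 (0.691 to 0.696) and was above 1 at 1 of the 8 positions in each. The depletion was deepest at −10, where C fell from 22.9% of bases in the Blank to 6.52% in the 30SIC and 7.97% in the 70SIC, and U from 15.0% to 4.35% and 5.84%. G took 65.8% and 60.3% of bases there, against 33.3% in the Blank.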

Supplementary Fig. S5 shows the gene pattern representing the abundance of the 6-mer sequences in the reverse complementary sequences (RCS) of the 16S rRNA. A tendency for a preference for C-bases could be observed in the gene pattern of 16S rRNA RCS, which implies a model of rapid binding of the mRNAs to the 30S ribosome by bases complementary to the 16S rRNA during the first stage of mRNA recognition. In contrast to the observations in N8U, the sequence pattern in N8M (70SIC) (Fig. 3b) was similar to those of the genome sequence in the Gram-negative *E. coli* and the Gram-positive *B. subtilis* (Supplementary Fig. S4). The genome sequences all presented a significant preference for A/G-bases in the region −14 to −7, which suggested the common important role of the Shine-Dalgarno sequence in mRNA recruitment in both Gram-positive and Gram-negative bacteria. In the Gram-negative species, however, an alternative S1 mechanism is also provided for mRNA recognition.

### The sequence properties in the region −8 to −1

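In N8D, A and G were on average above the background in all of the complexes, and U was below it. A averaged 1.08 in the 30S, 1.11 in the 30SIC and 1.22 in the 70SIC over −8 to −1, and G 1.35, 1.43 and 1.69. With 25% in place of the Blank share A was below the background in the 30S and the 30SIC, at 0.925 and 0.941, and above it in the 70SIC, at 1.04. The G means were raised by a single position, −8, where G was at 2.69, 3.73 and 5.46 over a Blank share of 8.67%. The next highest G values were 1.4 at −3 in the 30S, 1.32 at −4 in the 30SIC and 1.42 at −3 in the 70SIC, and A at −3 was at 1.37 in the 70SIC. U averaged 0.798, 0.87 and 0.759 and was below 1 at all 8 positions in each complex. The purine share was 43.0% in the Blank, 49.2% in the 30S, 49.6% in the 30SIC and 55.0% in the 70SIC. In the same positions of N20U, 4 of 16 combinations of A or G were higher and 4 lower than in the Blank in the 30S, 6 were higher in the 30SIC and 9 in the 70SIC (edgeR); adjusted over the list alone, they were 5 higher and 4 lower, 6 higher, and 9 higher.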

The study of the mRNA library in the region −8 to −1 also illustrated a sequence preference for A and G bases, although not as distinct as the preference observed in the region of −14 to −7 (Fig. 1). 

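In N8D the mean relative preference of C stepped down from the 30S to the 70SIC. It was 1.01 in the 30S (95% interval 1.01 to 1.01), 0.934 in the 30SIC (0.931 to 0.938) and 0.88 in the 70SIC (0.878 to 0.882). C was above the background at 4 of 8 positions in the 30S, with a highest value of 1.15, and at 2 of 8 in the 30SIC and the 70SIC. With 25% in place of the Blank share the means were 1.17, 1.07 and 0.972, and with shares pooled over the 8 positions they were 0.97, 0.889 and 0.809, so that the side of the background depended on the measure and the order of the complexes did not.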

When we compared the sequence patterns of N8D and N8M in different initiation complexes, a selection for sequences rich in C-bases was identified in the 30S complex, but this faded as the initiation complex proceeded to the 30SIC and the 70SIC (Fig. 3c). This observation implies that mRNAs containing C-bases might be selected by a rapid and nonspecific binding to 16S rRNA during the formation of the pre-initiation complex, but will be switched out more easily in the following maturation step, accompanied by the mRNA conformational change.

### Shine-Dalgarno (SD) sequences

Conventional translation initiation in bacteria involves binding of the 30S ribosomal subunit to the ribosome-binding site (RBS) of an mRNA. This binding is dependent on the purine-rich Shine-Dalgarno sequence, which base-pairs with the anti-SD sequence at the 3′ end of the 16S rRNA to guide the selection of the correct start codon (Fig. 4a)^29^,^30^. This interaction region is normally variable in length and location in relation to the initiation codon^28^, and the strength of the SD-anti SD interaction is part of the equilibrium constant for the binding of mRNA to the 30S subunit^31^.

Our deep sequencing results demonstrated an extraordinary base preference for purines (A- and G-bases), particularly in the region −14 to −7 of the mRNA (Figs 1 and 3b). Using the abundant sequencing results, we investigated the SD properties in more detail. At first, by using AGGAGG, we observed the dynamic accumulation of SD sequences in N20U during mRNA recruitment. The percentage of the mRNAs containing AGGAGG progressively increased from 30S to 30SIC to 70SIC (Fig. 4b,c). Figure 4c further illustrates the regional preference of AGGAGG in mRNAs. The first A-residue of AGGAGG was mainly located at positions −17 to −10 of the mRNAs, which implies the distance between AGGAGG and the initiation codon varied from 4 to 11 bases. This observation is consistent with the preferred position of the SD sequence reported previously^32^. The energy calculation demonstrated that the secondary structure was more stable for those mRNAs with AGGAGG located at the preferred positions (−13 to −10) (Supplementary Fig. S6). This observation implies that a better SD position in an mRNA can compensate for the energy requirement in unfolding the mRNA during initiation.

Further analysis focused on the regional preference of the SD/anti-SD interaction on the 3′ end of 16S rRNA. Figure 4d describes eight 6-mer sequences complementary to different positions on the 3′ end of 16S rRNA. Position number 1 to 8 was defined as the location of the first base on the 3′ end of 16S rRNA. The sequence preference for these eight 6-mer sequences was closely related to their position complementary to the 3′ end of the 16S rRNA (Fig. 4e). Higher regional preference was observed for the sequence complementary closer to the 3′ end of the 16S rRNA. Even though the sequence preference was not closely correlated with their binding affinity for these eight sequences (Supplementary Fig. S7), statistical analysis demonstrated a correlation between the minimum hybridization energy and the sequence preference when the variants of the 6-mer sequences were extended to all the possibilities (4^6^ = 4096) (Supplementary Fig. S8). The tendency of this preference was more notable as the initiation complexes proceeded from the 30S (R^2^ = 0.0016) to the 30SIC (R^2^ = 0.13) to the 70SIC (R^2^ = 0.22).

Additional analysis was devoted to achieving a more general description of the regional preference of the SD/anti-SD interaction on both of the mRNA and the 3′ end of the 16S rRNA. The distribution of the eight 6-mer sequences (Fig. 4d) on N20U is described in Fig. 4f. Similar to the results in Fig. 4c, the first base positions for these 6-mer sequences were mainly situated in positions −17 to −9 in the TIR upstream of AUG, implying that in general the distance of the SD/anti-SD helix to the start codon varied from 3 to 11 bases (Fig. 4f). Interestingly, this relative position of the SD/anti-SD interaction on the 3′ end of the 16S rRNA was synergetic with the position of the SD sequence on mRNA. As shown in Fig. 4f, the peak of the regional preference on N20U was moving towards the start codon as the complementary positions at the 3′ end of 16S rRNA moved from 1 to 8. Combined with the crystal structure of the initiation complex^33^ (PDB code: 2QNH) (Fig. 4a), the synergetic effect implies that the steric assignment of the SD/anti-SD interaction in the mRNA entry tunnel can influence the energy landscape for conformational changes during the formation of the translation initiation complexes.

### Stability of mRNA secondary structure

Next, we analyzed the assembly of the mRNA secondary structure in different initiation complexes. For each library of N20U and N20D, the minimum free energy (mfe) for RNA folding was predicted for the 52-mer mRNAs in the blank control, 30S, 30SIC and 70SIC. Figure 5 compares the overall stability of the mRNAs recruited to different initiation complexes. For both N20U (Fig. 5a) and N20D (Fig. 5b), a slight shift towards a lower minimum free energy (mfe) of RNA folding was observed for 30S, which indicated a more stable secondary structure of the mRNAs chosen by the 30S subunit alone. For the mRNAs selected in 30SIC and 70SIC, the secondary structure of both N20U and N20D was statistically less stable. The average values of the minimum folding free energy were quantified (Fig. 5c), which further illustrated that the mRNAs recruited to the 30S subunit alone had more stable mRNA secondary structures.

## Discussion

For bacteria, three modes of translational initiation have been identified so far^34^. The best-known mode is the standard 30S-binding model, in which the small ribosomal subunit selects the initiation site on an mRNA with the help of three initiation factors. The other two modes are “leaderless mRNA” mode^35^,^36^ and “70S-scanning” mode^34^. This paper focused on the standard 30S-binding model. In the 30S-binding model, the ribosomes recruit mRNAs in a multiple-step processes by forming the 30S pre-initiation complex, the 30S initiation complex (30SIC), and the 70S initiation complex (70SIC). The small ribosomal subunit identifies the initiation codon (normally AUG) through the specific sequence signals located within its vicinity^13^,^14^,^15^. We attempted to dynamically study the initiation signals located at the translation initiation region by verifying the role of these signals during different initiation stages. Because the 30S pre-initiation complex is an intermediate state of the initiation, we used the 30S ribosome instead of the 30S pre-initiation complex, referred to as the 30S complex in our study.

Recognition of the mRNA by the ribosome is a dynamic process that occurs through modulation of the secondary structure at the translational initiation region (TIR) of mRNA^7^,^8^. In general, all mRNAs are structured to some extent, and the availability of initiation elements in the TIR of an mRNA for ribosome binding is affected by the stability of the mRNA secondary structure^9^. Structured mRNAs regulate the initiation of translation by competitively binding to the platform of the ribosome^37^. A widely accepted mechanism of this process is the “standby model”^8^,^17^. According to this model, the 30S ribosomal subunit binds rapidly and non-specifically to any single-stranded region of the mRNA. The mRNA structure and position on the 30S subunit would then restructure in a sort of induced fit to allow for a more specific interaction with the participation of initiation factors, fMet-tRNA^fMe^ and the 50S ribosomal subunit^1^,^11^,^16^. In this paper, we studied the mRNA identification during different stages of mRNA recruitment. Our results suggest a tendency for less structured mRNAs during translation initiation. Statistically, a lower assembled minimum free energy was observed for the mRNA folding in the 30SIC and the 70SIC compared with the 30S complex (Fig. 5). This finding is consistent with the prerequisite for the rapid binding during the formation of the pre-initiation complexes^8^. In the subsequent process, when the pre-initiation complex transfers to the initiation complex, structural rearrangement is required to bind mRNAs, and less structured mRNAs are then preferred. The less structured mRNAs can facilitate the exposure of the required initiation elements and ensure the proper placement of the mRNA around the neck of the 30S subunit^16^. Additional analysis supported the preference for less structured mRNA, such as the observation of the accumulated A-bases (Fig. 1) and the correlation of the second codon with the stability of the structured mRNAs (Fig. 2). Our observations agree well with the standby model.

Normally, the efficiency of mRNA recruitment is the cooperative and cumulative result of multiple initiation signals around the initiation codon^9^,^10^. Our results confirm the nature of these initiation signals at a global level. Using deep sequencing techniques, we identified the region recognized by S1 protein (Figs 1 and 3a), the Shine-Dalgarno (SD) sequence (Figs 1 and 3b), the second codon (Fig. 2), the effect of the distance between the SD sequence and the initiation codon (Fig. 4c,f), and the availability of the SD sequence for binding to the anti-SD (ASD) sequence near the 3′ end of the 16S rRNA (Fig. 4e). Furthermore, our data provide additional information on the regional specificity in the dynamic process of mRNA recruitment. The regional dynamics was inferred by the extent of the variation in local base preference during the different stages of initiation complex and may reflect the specific requirement for exposing different initiation elements through conformational changes during mRNA recruitment. 

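The strength of the base preference was measured as the mean of the absolute log2 relative preference over the 4 bases and the positions of a region. At −14 to −7 of N20U it was 0.14 ± 0.0033 (SD, n = 2) in the 30S, 0.23 ± 0.0278 (SD, n = 2) in the 30SIC and 0.37 ± 0.0617 (SD, n = 2) in the 70SIC, and each step was a rise in both repeats. Within repeats, the steps were 0.089 ± 0.0245 (SD, n = 2) from the 30S to the 30SIC and 0.14 ± 0.0895 (SD, n = 2) from the 30SIC to the 70SIC. At −20 to −15 it was 0.12 ± 0.0212 (SD, n = 2), 0.15 ± 0.0264 (SD, n = 2) and 0.16 ± 0.0323 (SD, n = 2). The steps within repeats were 0.022 ± 0.00512 (SD, n = 2) and 0.0099 ± 0.00594 (SD, n = 2) there, again a rise in both repeats, and all 4 steps were larger than their spread. At −20 to −15 the direction depended on the measure. With the mean of the Blanks of both repeats the first step went from 0.162 to 0.155, and as Kullback-Leibler divergence the second went from 0.0106 to 0.0098 bits, while at −14 to −7 both steps were rises in both repeats under these alternatives. From the 30S to the 30SIC, 6 base-positions rose and 7 fell of 32 at −14 to −7, and 4 rose and 4 fell of 24 at −20 to −15 (edgeR); adjusted over each list alone, 9 rose and 8 fell, and 4 rose and 5 fell. The difference between the regions was not tested. With 2 repeats no permutation test can pass 0.05.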

The degree of the base preference changed significantly in the region where the SD/anti-SD interactions were dominant (Figs 1 and 3b), but not so much in the region corresponding to the interaction between the S1 protein and the AU-rich sequences (Figs 1 and 3a). Our results imply that the SD/anti-SD recognition is largely dependent on the mRNA conformational change during the formation of the initiation complexes. The synergetic effect observed in Fig. 4f sheds additional light on the importance of the conformational changes on the SD/anti-SD interaction during mRNA recognition. Moreover, the S1 interactions are less influenced by the conformational change, which might be because the 5′ end of an A/U-rich mRNA is less structured during translation initiation. However, the “anchoring point”^6^,^38^ of S1 is likely formed at the first stage of the 30S subunit recognition and is not affected in the subsequent structural reorganization as the initiation complex proceeds to the next stage. 

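At the spacer, −8 to −1 of N20U, the strength of the base preference was 0.14 ± 0.0187 (SD, n = 2) in the 30S, 0.17 ± 0.0201 (SD, n = 2) in the 30SIC and 0.24 ± 0.0537 (SD, n = 2) in the 70SIC. At the second codon of N20D it was 0.04 ± 0.0007 (SD, n = 2) in the 30S, 0.06 ± 0.0138 (SD, n = 2) in the 30SIC and 0.09 ± 0.0067 (SD, n = 2) in the 70SIC. Downstream, at +4 to +20, it was 0.06 ± 0.0029 (SD, n = 2), 0.11 ± 0.0581 (SD, n = 2) and 0.10 ± 0.0348 (SD, n = 2). Of the 68 combinations of base and position downstream, U at +20 rose (log2 fold change 0.40, standard error 0.08, adjusted p = 0.0217, edgeR) and A at +19 fell (−0.29, standard error 0.05, adjusted p = 0.0138, edgeR) in the 70SIC against the Blank, and the 30S and the 30SIC had no call in edgeR, with 4 and 7 of the 80 combinations of N20D at an unadjusted p under 0.05. DESeq2 and TMM factors each called 1 lower in the 30S and 0 in the 30SIC, and limma called 0 in both. Without the second 30SIC library of N20D, 13 of the 68 downstream combinations were higher and 5 lower in the 30SIC against the Blank, and the 70SIC had 2 higher and 10 lower; without the first, the 70SIC had 1 higher and 8 lower. Of these calls in the 70SIC, A at +19 was no longer called without the first 70SIC library.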

Moderate regulation was observed for other fractions of mRNA, such as the spacer sequences between the SD and start codon (Figs 1 and 3c), the +2 codon (Fig. 2c), and the sequence downstream of AUG (Supplementary Fig. S1), providing additional information influenced by mRNA conformational change.

In summary, we have systematically investigated the sequence preference of mRNA recruitment by deep sequencing techniques. Our results provide a comprehensive and dynamic view of the sequence preference in the TIR and have clarified and verified the conformational changes of the mRNA structure during translational initiation. In addition, more detailed information on the SD/anti-SD interactions and the second codon has been identified based on our statistical analysis. In living cells, mRNA recruitment is a kinetic phenomenon due to the competition between mRNAs and due to the kinetic checkpoints that occur after mRNA selection. Our current research could not circumvent the risk that the 30S initiation complex may not be stable; so, we must be cautious when utilizing the sequence information obtained under our experimental conditions. Moreover, our research was performed on translation initiation at the equilibrium state, presenting the thermodynamic, not kinetic, properties of the initiation complexes. However, the true translation efficiency is determined not only by how easily the initiation complex forms but also how quickly it can slip into the next elongation step. Thus, it would be helpful to further elucidate the fine-tuned relationship between the thermodynamic stability of the initiation complex and the dynamic feasibility of the subsequent mRNA translocation steps within the TIR of mRNA.

## Methods

### General methods and materials

All DNA oligonucleotides were from Sangon Biotech (Shanghai, China). Methionine (M9625), folinic acid (F7878), initiator tRNA from *E. coli* (R8019) and GTP (G8877) were purchased from Sigma (St. Louis, MO, USA). Ni-NTA agarose and the QIAquick PCR Purification Kit were obtained from Qiagen (Hilden, Germany). The Ampliscribe T7 High Yield Transcription Kit was ordered from Epicentre (Madison, WI, USA). The NEBNext Multiplex Small RNA Library Prep Set for Illumina was ordered from NEB (Ipswich, MA, USA). The HiTrap chelating HP column (5 mL) and Superdex 200 (120 mL) were purchased from Amersham Pharmacia Biotech Inc. (Piscataway, NJ, USA). Chromatography was performed using an Amersham Biosciences ÄKTApurifier equipped with Unicorn 4.10 software (Piscataway, NJ, USA). Sequencing was performed using an Illumina HiSeq 2000 system (San Diego, CA, USA).

The genes encoding *E. coli* methionyl-tRNA synthetase, methionyl-tRNA_i_^Met^ formyltransferase and the translation initiation factor proteins IF1, IF2 and IF3 were amplified from chromosomal DNA of *E. coli* BL21 (DE3) and subcloned into a pET28a vector. His-tagged proteins were overexpressed in *E. coli* and purified in by FPLC using a HiTrap chelating HP column followed by gel filtration using Superdex 200. Initiator fMet-tRNA_i_^Met^ was prepared as previously described^39^,^40^.

Ribosomes were purified from *E. coli* BL21 (DE3)^41^. Ribosomal proteins S6 and L11 were chromosomally engineered by adding N-terminal His-tags for purification of 30S ribosomes (Supplementary Fig. S9) and 70S ribosomes, respectively. The activity of the 70S ribosome was further verified by *in vitro* translation of YFP (Supplementary Fig. S10).

### Randomized mRNA library

The randomized mRNA library was prepared by *in vitro* transcription using an Ampliscribe T7 High Yield Transcription Kit with some modifications. Briefly, each DNA oligonucleotide (Supplementary Table S1) was hybridized with a T7 promoter (5′-TAATACGACTCACTATA-3′). *In vitro* transcription was carried out in a 50-μL (total volume) buffered reaction mixture containing 1 μM hybridized template DNA and 30 mM GMP. All the other components were the same as suggested by the kit. The reaction was incubated at 37 °C overnight. After digestion of the template DNA with RNase-free DNase, the mRNAs were purified by 7.0 M urea/15% PAGE. The bands were excised, and mRNAs were eluted overnight with elution buffer (0.5 M NaOAc, pH 5.0 and 0.1 mM EDTA). The final transcripts were then precipitated with ethanol, resuspended in 0.1 mM EDTA and stored at −80 °C.

### Recruitment of mRNAs

Randomized mRNAs (2.0 μM) were recruited from the ribosome at the different initiation complexes with 0.2 μM ribosomes (30S or 70S), either in the absence or presence of 0.4 μM IFs and 0.4 μM initiator tRNAs (Supplementary Fig. S1). Generally, the translation initiation was carried out in a 50- μL (total volume) buffered reaction mixture containing 50 mM Tris-HCl, pH 7.6, 70 mM NH_4_Cl, 10 mM MgCl_2_, 30 mM KCl, 1 mM DTT, 1.0 mM PMSF, 0.2 U/μL RNasin and 1.0 mM GTP, 2.0 μM mRNAs and 0.2 μM ribosomes, in the absence or presence of the 0.4 μM of IFs and initiator tRNAs. The reaction was incubated at 37 °C for 30 minutes for the initiation complex to reach equilibrium.

Initiation complexes were collected using Ni-NTA chromatography. The initiation reaction mixture (50 μL) was diluted with 450 μL of 50 mM Tris-HCl, pH 7.6, containing 70 mM NH_4_Cl, 10 mM MgCl_2_, 30 mM KCl, 1.0 mM DTT, 1.0 mM PMSF and 0.2 U/μL RNasin, and mixed gently with 250 μL of a 50% slurry of Ni-NTA resin for 16 hours at 4 °C. After centrifugation at 1600 rpm for 2 minutes, the resin pellet was washed once with 500 μL of 50 mM Tris-HCl, pH 7.6, containing 70 mM NH_4_Cl, 10 mM MgCl_2_, 30 mM KCl, 1.0 mM DTT, 1. mM PMSF and 0.2 U/μL RNasin. The initiation complex was eluted twice with 250 μL of 50 mM Tris-HCl, pH 7.6, containing 70 mM NH_4_Cl, 10 mM MgCl_2_, 30 mM KCl, 1.0 mM DTT, 1.0 mM PMSF, 0.2 U/μL RNasin and 150 mM imidazole. After elution, the collected complexes were combined and treated with phenol:chloroform to remove ribosomal proteins. Finally, the pools of RNAs were precipitated with ethanol, resuspended in distilled H_2_O, and used directly for sequencing library preparation. The RNA pools included both the ribosomal RNAs and the selected mRNAs binding to initiation complexes.

### Sequencing library preparation

The sequencing library was prepared by following the procedure described in NEBNext Multiplex Small RNA Library Prep Set for Illumina. Briefly, 6 μL of the RNAs (with an effective mRNA input approximately 10^12^ molecules per preparation) were ligated to 10x concentrations of the multiplex 3′ SR adaptor (5′-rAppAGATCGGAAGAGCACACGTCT-NH_2_-3′) and the 5′ SR adaptor (5′-rGrUrUrCrArGrArGrUrUrCrUrArCrArGrUrCrCrGrArCrGrArUrC-3′), followed by reverse transcription. The cDNA constructs were then amplified using PCR by modification of the extension time at 62 °C to 16 s and the number of cycles to 15. The PCR amplified cDNA constructs were purified using a QIAquick PCR Purification Kit followed by gel chromatography using 6% native PAGE (Supplementary Fig. S11). The bands of the proper size for the cDNA constructs were excised and eluted overnight with the elution buffer (provided by the kit). The final cDNA constructs were then precipitated with ethanol and resuspended in distilled H_2_O. Finally, 1.0 μL of 1.0 nM of the cDNA constructs (around of 6 × 10^8^ molecules) were used for deep sequencing (2G paired-end) on Illumina HiSeq sequencing platform.

### Data processing

Deep sequencing of randomized mRNA libraries recruited to ribosomes in the three initiation stages was sequenced using the Illumina HiSeq 2000 system. After sequencing, restrictive quality control was performed to remove the low-quality sequencing reads and possible contamination from degraded rRNAs. The final effective reads were described as the mRNA reads containing complete information in the randomized region (Supplementary Table S2).

### K-mer analysis for sequence properties

To describe the characteristics of the randomized region in N8U, N8M, and N8D selected by different initiation complexes, k-mer analysis was performed using Jellyfish (version 1.1.11)^42^,^43^. K-mer analysis^42^ means to output a 2D-histogram of the analyzed sequences scanned by a given length k (where k equals a positive integer) to a 2-D box containing all possible substrings of length k, i.e., when k = 1, the 2-D box would contain only 4 positions A, T.C, and G; when k = 2, the 2-D box will be 4^2^ = 16 containing all possible two-base sequences (AA, AT, TA, TT; AC, CA, CT, TC; AG, GA, GT, TG; CC, CG, GC, GG).

In our experiment, a k-mer analysis was performed to count the frequency of all the possible subsequences of length k (k = 6) for all reads of a sequencing library. The frequency of different k-mers reflected the characteristics of the randomized region enriched during our selection. For 6-mer sequencing, there are 4096 possible nucleotide combinations (equal to 4^6^). The k-mer count was evaluated as the sequence occurrence for each of the individual 6-mer sequences in the blank control (the mRNA library alone), 30S, 30SIC, and 70SIC. Because the library size was different in each sample, the k-mer counts for each individual sequence were normalized by dividing by the total k-mer counts of the sample itself, followed by multiplication by 1,000,000. We used k-mer counts per million reads (KPM) to represent this normalized k-mer occurrence. To deduct the influence of the background, the relative KPM (KPM_relative_) was further proceeded by comparison of the KPM of each 6-mer sequence in the selected samples (30S, 30SIC and 70SIC) with the KPM of the same 6-mer in the blank control of the same library. The following formula was used: KPM_relative_ = [lg(KPM_sample_ + 1) − lg(KPM_control_ + 1)]. The KPM_relative_ values of all the k-mer sequences were fitted into a 2-D geometric representation, where each k-mer sequence had a unique coordinate in a 2^k^ × 2^k^ matrix^42^. The sequence characteristics was then visualized as the KPM_relative_ pattern in a heat map using R version 3.2.3 (https://www.r-project.org/).

### Prediction of hybridization free energy

The hybridization free energy^44^ between the k-mer sequence (k = 6) and a 13-mer target sequence was predicted with RNAhybrid-2.1.2 (http://bibiserv.techfak.uni-bielefeld.de/rnahybrid/). The 13-mer target sequence was 5′-GAUCACCUCCUUA-3′, located at the 3′ end of the 16S rRNA.

### Stability of mRNA secondary structure

The stability of the mRNA secondary structure was predicted as the minimum free energy for RNA folding^45^. The RNAfold program in the Vienna RNA-2.1.7 package (http://www.tbi.univie.ac.at/RNA/) was used for this prediction. The input mRNAs were the full-length 52-mer mRNAs in each mRNA library of N20U and N20D.

## Additional Information

**Accession code:** The sequencing data discussed in this paper have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE69782. These data can be accessed at the following link: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE69782.

**How to cite this article**: Gao, R. *et al*. Deep sequencing reveals global patterns of mRNA recruitment during translation initiation. *Sci. Rep.* **6**, 30170; doi: 10.1038/srep30170 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
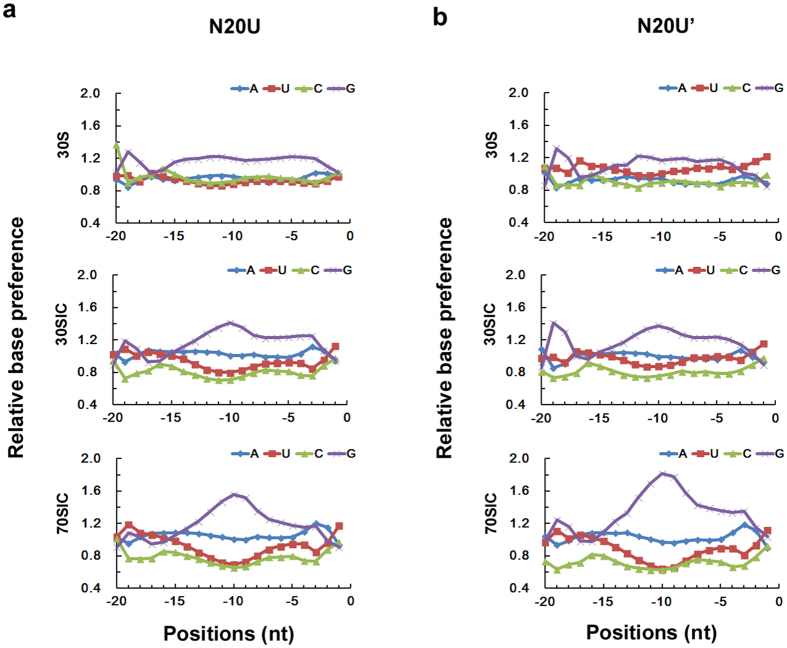
Overall view of the base preference for mRNA library N20U with 20 randomized nucleotides in the TIR upstream of AUG. (**a**,**b**) Results from two independent repeats. In each repeat, the base preference was illustrated in three translation initiation stages: 30S, 30SIC and 70SIC.

**Figure 2:**
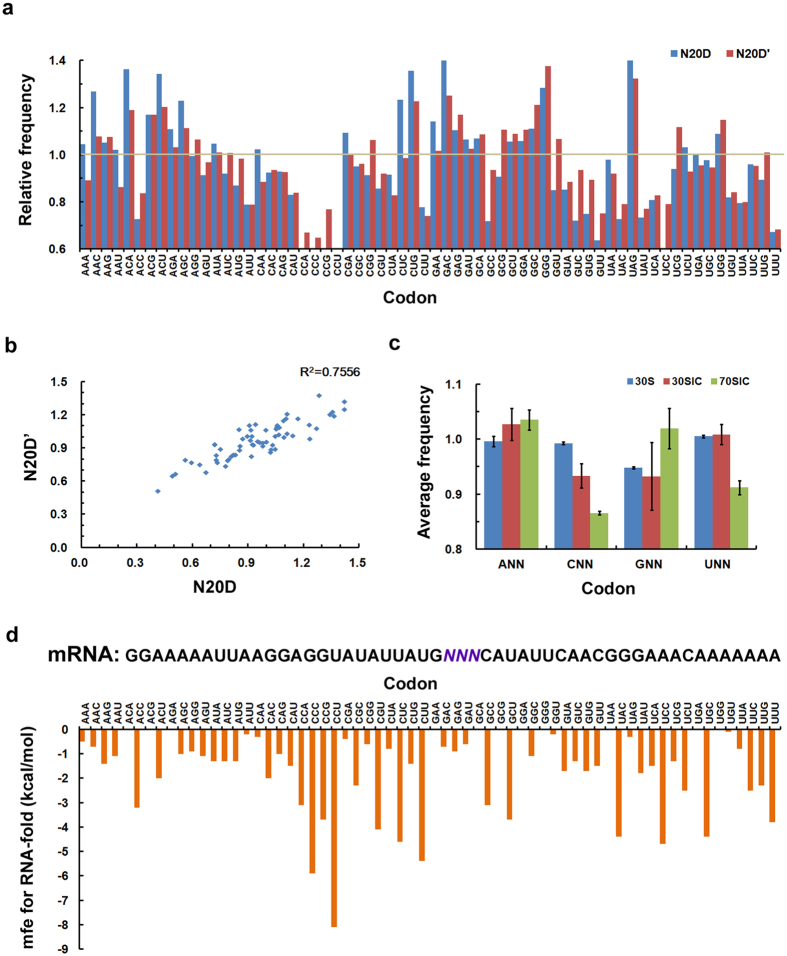
Codon preference for the codon directly following AUG. (**a**) Relative frequency of each of the 64 codons in the second position in the 70SIC. N20D and N20D’ are two independent repeats of the translation initiation experiments. The relative frequency of each of the 64 codons was normalized to frequency per million reads (FPM) and then divided by the frequency from the blank control. The codon is referred to as the preferred codon when the relative codon frequency is higher than 1 (highlighted by the gray line). (**b**) Correlation of the codon preference in the 70SIC of the second codon in two independently repeated experiments. (**c**) The average frequencies of codons ANN, CNN, GNN and UNN in different initiation complexes. The average frequency was the average of the relative frequencies (see definition in **a**) for codons starting with A, C, G and U. The error bar corresponds to the standard deviation of the two repeated experiments. (**d**) The minimum free energy of the structured mRNA differentiated at the second codon after ATG.

**Figure 3:**
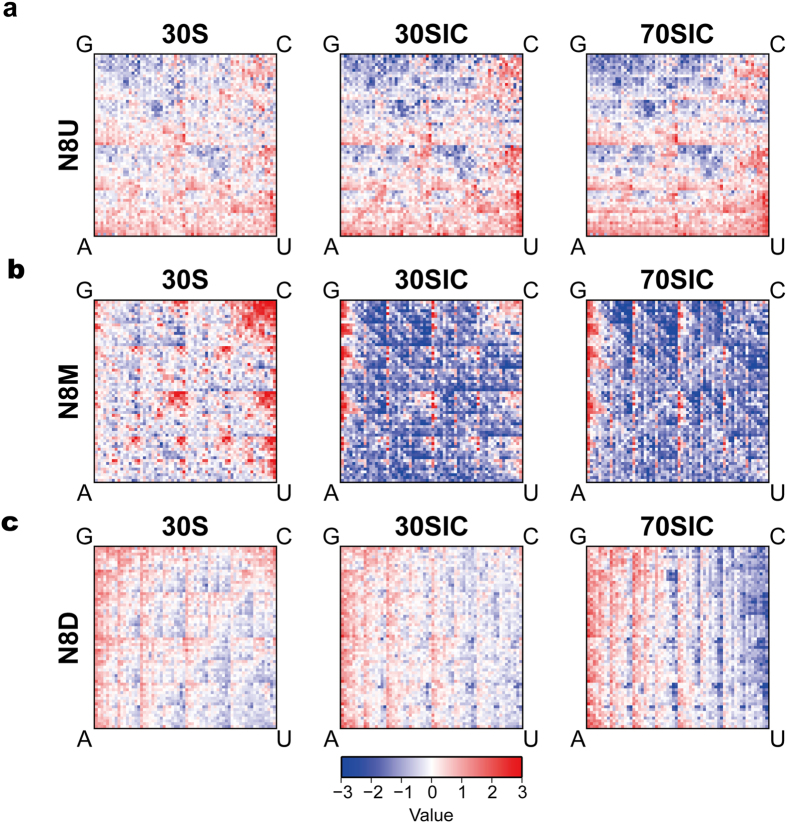
The regional characteristics of the sequence patterns in the TIR upstream of AUG. The k-mer analysis was performed to describe the sequence pattern of each mRNA library, (**a**) N8U, (**b**) N8M and (**c**) N8D, selected by different initiation complexes: 30S, 30SIC and 70SIC. As described in the Methods, each 6-mer sequence has a unique coordinate in the 2^6^ × 2^6^ matrix. At each unique coordinate, the red color means that the 6-mer sequence occurred more frequently than in the background (the sequence occurrence of the same 6-mer in the mRNA library before any selection), whereas the blue color means the 6-mer occurred less frequently than in the background. The value in the color bar describes the extent of the difference in frequency.

**Figure 4:**
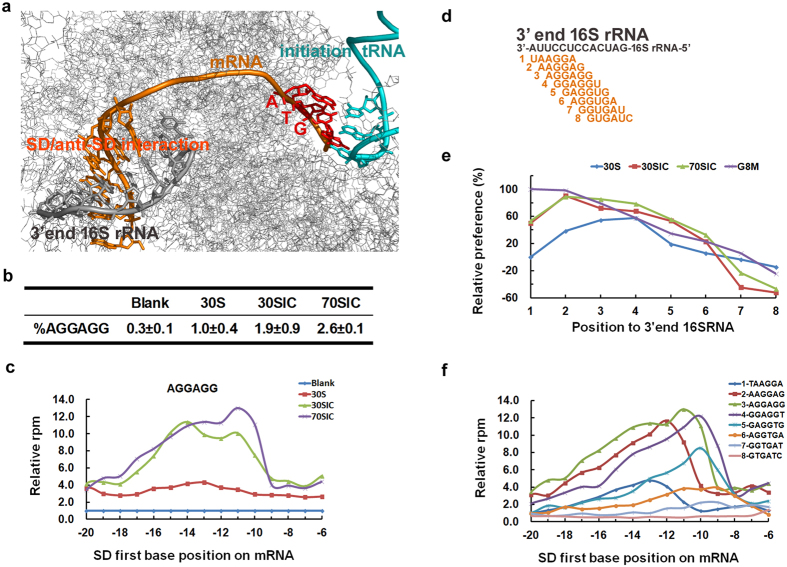
Properties of Shine-Dalgarno (SD) interactions. (**a**) Crystal structure of translation initiation complex (2QNH) illustrating the interactions between SD and anti-SD sequences near the 3′-end of the 16S rRNA as well as their relative position to the initiation codon AUG. The picture was generated using PyMOL (Version 0.98, DeLano Scientific LLC). (**b**) Illustration of the percentage of AGGAGG in N20U in the three initiation stages. (**c**) Illustration of the regional preference of AGGAGG in N20U in the three initiation stages. (**d**) Schematic illustration of the different complementary positions of the SD/anti-SD interactions near the 3′ end of the 16S rRNA. (**e**) Correlation of the relative preference of the eight 6-mers (as indicated in **d**) with their complementary positions at the 3′-end of 16S rRNA. The relative preference was calculated as the percentage of the KPM_relative_ of the target 6-mer compared with the maximum KPM_relative_ from the same selected library (see Fig. 3b and Supplementary Fig. 4a). (**f**) Illustration of the regional preference in N20U in 70SIC for those SD sequences complementary to different positions near the 3′ end of 16S rRNA.

**Figure 5:**
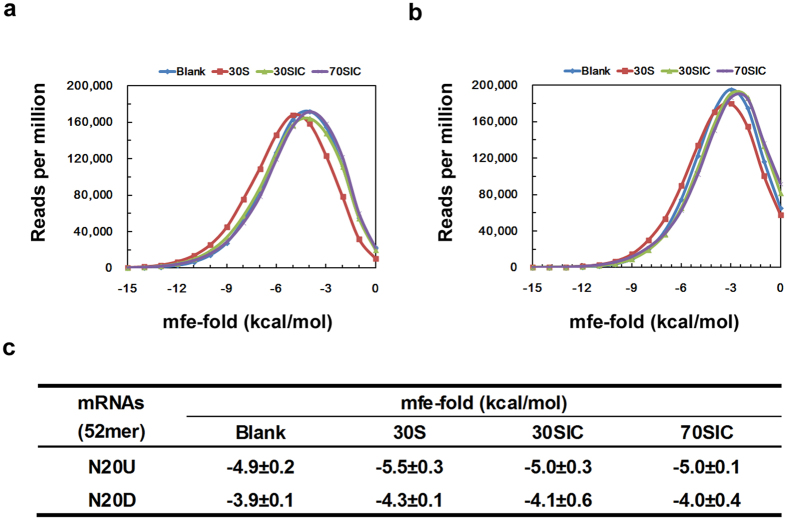
Statistical stability of mRNA secondary structures in the three initiation complexes. The stability was predicted as the minimum free energy for RNA folding using 52-mer full-length mRNAs. (**a**) Distribution of the minimum folding free energy for mRNA library N20U. (**b**) Distribution of the minimum folding free energy for mRNA library N20D. (**c**) Means of the minimum folding free energies for mRNAs recruited to initiation complex in three stages. The means were calculated from two independently repeated experiments.

How the deposited data were processed for this re-analysis (not part of the article)

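mRNA libraries with randomized nucleotides around AUG were captured by the E. coli 30S subunit, by the 30S initiation complex (30SIC) or by the 70S initiation complex (70SIC), reverse transcribed and sequenced on an Illumina HiSeq instrument by the authors, next to the library not exposed to ribosomes (Blank). N20U carries 20 randomized nucleotides before AUG and N20D 20 after it, with 2 independently repeated experiments for each complex and each with its own Blank. N8U, N8M and N8D carry 8 randomized nucleotides at −20 to −13, −14 to −7 and −8 to −1, with 1 library per complex. The values deposited by the authors are counts of reads with each base at each randomized position, made after they removed low-quality reads and possible rRNA fragments and kept reads with complete information in the randomized region. The submitters' notes name CASAVA 1.8; the tool that tallied the bases and any collapsing of duplicate reads are not given in the sources used here. Counts were not normalized before deposition, and the sum over bases was the same at every position of a library. Each library was matched to its condition by library name, complex and repeat. The N8U 70SIC was not analysed here, nor were the joint counts of k-mers, codons and whole sequences behind the paper's k-mer, codon and folding results.

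The 27 libraries held 25360 to 5964381 reads, with a median of 389038. Undetermined bases, 1483 calls in all, were left out. Shares have a counting error of at most 0.314 percentage points in the N20 libraries, reached in the second 30S repeat of N20U. Reads amplified by PCR are not independent molecules, so intervals cover counting error only.

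Relative base preference is the share of a base at a position divided by its share in the Blank of the same repeat. For N20U and N20D, the counts of the 80 combinations of base and position were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the sum of counts as library size, factors of 1, and complex and repeat as terms. Calls have a Benjamini-Hochberg adjusted p under 0.05. The 80 features are not independent of each other, and the adjustment treats them as a list of separate tests. The repeat was a block because each repeat has its own Blank. This was checked on the deviations of the repeats from their mean, which correlated between complexes at 0.685 to 0.949 in N20U and 0.216 to 0.851 in N20D. The biological coefficient of variation left after the repeat term was 4.85% in N20U and 5.13% in N20D. With 2 repeats no permutation test can pass 0.05, so none was made, and other groupings of the samples were not counted. In the N8 libraries no test between complexes was possible, and 95% intervals were computed from the counts.

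The test was tried on simulated data of the same design and depth, with noise of 3% per library and 5% shared by a repeat, in 20 runs of 80 base-positions with 10 changed. In 20 further runs with no base-position changed, at most 0.3125% were called in any complex against the Blank. False calls next to true changes were not tallied. Of those raised by 1.1 times, 45% to 53% were recovered in N20U and 55% to 61% in N20D, and of those raised by 1.3 times 100% in both. After rescaling, the rise by 1.3 times came to a median estimated fold of 1.205 to 1.214 in N20U and 1.206 to 1.212 in N20D. The simulated 3% per library was below the coefficients of variation of the data, 4.85% and 5.13%, so that recovery in the data can be lower. The rate of false calls was not tried at the noise of the data either.

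The rule for which base-positions to name was fixed before the data were examined. It took those the paper names. For each comparison it added the 5 with the largest rise and the 5 with the largest fall among the called ones. In the N8 libraries it took the 3 highest and 3 lowest values of each complex. The paper drew its regions and positions from these same libraries. Counts adjusted over such a list alone are therefore no independent support for the paper. U and C at −3 of N20U, G at −14 of N8U, A at −8 of N8D and the U values at the other bases of the second codon were named after their values were seen. Folding energies by kind of second codon were grouped after the data were seen.

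Alternatives set before the data were examined were TMM factors (0.983 to 1.03 in N20U, 0.988 to 1.01 in N20D), DESeq2 1.42.0, limma 3.58.1 on log2 shares, no repeat block, a filter of at least 10 counts in every library, leaving out the first and last position, and leaving out each library in turn. For values without a test they were the mean of the Blanks of both repeats, 25% in place of the Blank, pooled shares, and the Kullback-Leibler divergence. Leaving out both 30S libraries of N20U, or both 30SIC libraries of N20D, was added after the data were seen. Minimum free energies were computed with RNAfold 2.7.2. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.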

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

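The tests of explanations for G at −8 of N8D and for the repeats of the N20D 30SIC were chosen after the results were seen.

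The N8 libraries and the matching part of N20U moved to opposite sides of the background in the following means, where both repeats of N20U lay on 1 side; N8 has 1 library per complex, and the differences were not tested. In the 30S, A at −20 to −13 was at 1.06 in N8U and at 0.937 and 0.93 in the N20U repeats. A at −8 to −1 in the 30S was at 1.08 in N8D and at 0.956 and 0.908 in N20U; with 25% in place of the Blank share the N8D value is 0.925, on the side of N20U. C at −8 to −1 in the 30S was at 1.01 in N8D and at 0.958 and 0.900 in N20U; with shares pooled over the positions the N8D value is 0.97, on the side of N20U. G at −20 to −13 was at 0.988 in the 30S of N8U and at 1.13 and 1.07 in N20U, and at 0.885 in the 30SIC of N8U and 1.05 and 1.11 in N20U.

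The paper analyses +1 to +20 of N20D as a region, and its text does not name +19 or +20. A at +19 of N20D in the 70SIC had a fold of 0.817 against the Blank and U at +20 a fold of 1.32, both past the test in edgeR. A at +19 was not called without the first 70SIC library, and U at +20 was not called without the repeat block. In N8U, G rose above the Blank at the 3′ end, to 1.28 at −14 and 1.46 at −13 in the 30S and to 1.28 and 1.35 in the 30SIC. These have 1 library each and were not tested.

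G at −8 of N8D was at 2.69 in the 30S, 3.73 in the 30SIC and 5.46 in the 70SIC, with 1 library each. The Blank held 8.67% G there, so a low share in the Blank was weighed first. A low share alone would raise other rare bases there as well, and A at −8 was at 1.26 in the 70SIC. Mixing with mRNAs of the constant sequence of Fig. 2d, which has G at −8, was weighed second. A share of 42.4% of such mRNAs would give the G at −8 of the 70SIC, but at 7 of the 7 other positions the constant base rose by less than 50% of what that share predicts. The value of A argues against a rise of every rare base at −8. It cannot show how much the low Blank share adds to the size of the G ratio. The values at the other positions argue against mixing. G at −8 was also above the Blank in the other libraries that hold this position. In N20U, with 2 repeats, it was higher in the 30S, the 30SIC and the 70SIC, with folds of 1.18, 1.26 and 1.47 (adjusted p = 0.0423, 0.00402 and 0.000329, edgeR). The call in the 70SIC held without any 1 library; that in the 30S was lost without any 1 of the Blank, 30S or 30SIC libraries, and that in the 30SIC without the second Blank or the first 30SIC library, and both were lost without the repeat block. In N8M, with 1 library each, G at −8 was at 1.41, 1.67 and 1.79. G made up 47.4% of bases at −8 in the N8D 70SIC and 38.7% in the N8M 70SIC, over Blank shares of 8.67% and 21.7%. In the N20U 70SIC it made up 35.2% and 35.5% in the repeats. The captured shares thus differ less between the libraries than the ratios do, because the Blank shares differ. What else sets the N8D values apart was not tested, since N8D has no repeats.

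The 30SIC profiles of N20D differed between repeats, with a correlation of −0.27 over the 80 combinations of base and position, where the 30S had 0.82 and the 70SIC 0.64. Too few reads would leave differences near counting noise, and the median chi-square of the repeats was 3772 with 3 degrees of freedom; all complexes and Blanks of both libraries differed between repeats by more than counting noise, with a lowest median of 226. A swap of the 30S and 30SIC libraries in the second repeat would make the second 30S resemble the first 30SIC, but they correlated at −0.38, against 0.82 with the first 30S. The second 30SIC correlated at 0.72 with the first 30S, which has another Blank, and at −0.27 with the first 30SIC and 0.03 with the first 70SIC. In the second repeat no base-position changed by more than 10% from the 30S to the 30SIC (median change 1.68%), and in the first 37 of 80 did (median 9.52%). These values are consistent with a second 30SIC library that holds mRNAs of the kind the 30S captures alone, as a hypothesis found and tested on the same data. Whether this lay in the preparation of that complex, in a wrong label or in the first repeat is open, and no biological explanation was tested because both libraries have the same condition.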

How the results depend on the processing

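No base-position called under the main settings was called in the opposite direction under any alternative. What changed was how many passed. The repeat block was the main design because each repeat has its own Blank; without the repeat block the calls in N20U went from 16 to 0 for the 30S against the Blank, from 35 to 0 for the 30SIC, from 48 to 14 for the 70SIC and from 25 to 0 for the 30SIC against the 30S, and in N20D from 2 to 1 for the 70SIC against the Blank. Leaving out 1 library at a time gave 0 to 21 calls for the N20U 30S against the Blank, 0 to 41 for the 30SIC, 31 to 53 for the 70SIC, 0 to 35 for the 30SIC against the 30S and 0 to 14 for the 70SIC against the 30SIC. In N20D it gave 0 to 19 for the 30SIC against the Blank, 1 to 15 for the 70SIC, 0 to 44 for the 30SIC against the 30S and 0 to 29 for the 70SIC against the 30SIC, each of the highest without the second 30SIC library. A library left alone in its group was assumed to vary like the others. With fewer libraries to estimate the spread from, a lost call does not by itself show that a change is absent. From the 30SIC to the 70SIC of N20U, TMM factors called 7 and DESeq2 6 where none passed; in N20D, both called 1 in the 30S against the Blank, and DESeq2 called 5 in the 70SIC against the Blank, 4 higher and 1 lower. Leaving out the first and last randomized position left 1 call in the N20D 70SIC against the Blank. Chosen after the data were seen, leaving out both 30S libraries of N20U gave 40 calls for the 30SIC and 52 for the 70SIC against the Blank, and leaving out both 30SIC libraries of N20D gave 12 for the 70SIC. The filter of at least 10 counts removed no base-position and tests nothing.

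A repeat left alone moved the mean of every region value by less than its SD over the 2 repeats, as a mean of 2 must. The depth of the N20U second repeat, down to 25360 reads, adds at most 0.314 percentage points of counting error to a share, so depth limits small differences in that repeat only. Of the values and counts under the alternatives other than leaving out single libraries, 177 stayed within their error or, for counts, within 1.5 times. Of the rest, 130 moved further, 6 crossed the background, 4 counts rose from 0 and 3 fell to 0. With 1 library left out at a time 177 stayed, 8 moved, 10 rose from 0 and 11 fell to 0. These 177 include every region value, which had to stay as stated above. The 8, 10 and 11 are all counts of calls, the only entries that could change. That tally therefore overstates how stable the results are. Of the single base-positions named or planned to be named, 383 stayed on their side of the threshold, 45 lost a call and 6 gained one; with 1 library left out at a time these were 405, 136 and 11. No single base-position changed direction where either value was called. The values that moved are these, and the causes were not tested.

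With the mean of the 2 Blanks, and so with no replicate block, the strength was 0.162 in the 30S for N20U at −20 to −15, 0.166 in the 30S for N20U at −14 to −7, 0.178 in the 30S for N20U at −8 to −1. As Kullback-Leibler divergence in bits, which has another unit, the strength was 0.00886 in the 30S, 0.0106 in the 30SIC and 0.00980 in the 70SIC for N20U at −20 to −15, 0.00911 in the 30S, 0.0234 in the 30SIC and 0.0607 in the 70SIC for N20U at −14 to −7, 0.00870 in the 30S, 0.0133 in the 30SIC and 0.0272 in the 70SIC for N20U at −8 to −1, 0.000948 in the 30S, 0.00217 in the 30SIC and 0.00356 in the 70SIC for N20D at the second codon, 0.00265 in the 30S, 0.00635 in the 30SIC and 0.00684 in the 70SIC for N20D at +4 to +20. Without the first and last position of a region, N20U G mean −15 to −5 in the 30SIC was 1.26, N20U C mean −20 to −1 in the 30SIC was 0.796, N20U U mean −20 to −15 in the 70SIC was 1.07, N20U U mean −15 to −5 in the 70SIC was 0.790 and N20U U mean −4 to −1 in the 70SIC was 0.892. Without the first and last randomized position, N20U correlation of repeats in the 70SIC was 0.979. Without the first and last randomized position, the mean preferences in N8U were A 1.10, C 0.893, G 0.949 and U 1.09 in the 30S, A 1.15, C 0.862, G 0.853 and U 1.16 in the 30SIC. Likewise, the mean preferences in N8M were A 0.888, C 1.06 (across the background), G 1.13 and U 0.944 in the 30S, A 1.06, C 0.560, G 1.57 and U 0.547 in the 30SIC, A 1.07, C 0.563, G 1.53 and U 0.596 in the 70SIC. Likewise, the mean preferences in N8D were A 1.07, C 1.02, G 1.16 and U 0.826 in the 30S, A 1.12, C 0.948, G 1.11 and U 0.880 in the 30SIC, A 1.26, C 0.892, G 1.16 and U 0.769 in the 70SIC. The N8M purine share was then 58.6% in the Blank, 58.5% in the 30S, 77.1% in the 30SIC and 76.0% in the 70SIC. The GC share was then 50.7% in N8U Blank, 46.7% in N8U 30S, 43.6% in N8U 30SIC, 52.0% in N8M Blank, 56.4% in N8M 30S, 58.9% in N8M 30SIC, 57.6% in N8M 70SIC, 47.8% in N8D Blank, 51.1% in N8D 30S, 48.7% in N8D 30SIC and 48.5% in N8D 70SIC. With 25% in place of the Blank, the mean preferences in N8U were A 1.09 and C 0.826 in the 30S, A 1.19 and C 0.768 in the 30SIC. Likewise, the mean preferences in N8M were A 0.952, C 1.01 (across the background), G 1.31 and U 0.734 in the 30S, A 1.07, C 0.677, G 1.75 and U 0.497 in the 30SIC, A 1.09, C 0.658, G 1.71 and U 0.539 in the 70SIC. Likewise, the mean preferences in N8D were A 0.925 (across the background), C 1.17, G 1.04 and U 0.866 in the 30S, A 0.941 (across the background), C 1.07 (across the background), G 1.04 and U 0.947 in the 30SIC, A 1.04, C 0.972, G 1.16 and U 0.826 in the 70SIC. With shares pooled over the 8 positions, the mean preferences in N8U were A 1.04, C 0.904, G 0.968 and U 1.07 in the 30S, A 1.14, C 0.842, G 0.871 and U 1.12 in the 30SIC. Likewise, the mean preferences in N8M were A 0.926, C 0.961 and G 1.13 in the 30S, A 1.05, C 0.647, G 1.52 and U 0.645 in the 30SIC, A 1.06, C 0.628, G 1.48 and U 0.700 in the 70SIC. Likewise, the mean preferences in N8D were A 1.07, C 0.970 (across the background), G 1.22 and U 0.805 in the 30S, A 1.09, C 0.889, G 1.22 and U 0.880 in the 30SIC, A 1.21, C 0.809, G 1.35 and U 0.767 in the 70SIC. With base shares averaged over the 20 positions, the AGGAGG share under independence was 1.19% in the 70SIC.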

Differences from the paper's values

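No value computed here differed from the paper's by more than 1.5 times, a bound too wide to test relative preferences this near to 1. Where only a drawing shows the paper's value, the relative preference of G at −10 in the second 70SIC repeat of N20U was 1.81 and the paper's is about 1.8 in Fig. 1b, read by eye. The relative preference of C at the first base of the second codon in the 70SIC was 0.888, and the paper's average over codons that begin with C is about 0.87 in Fig. 2c, read by eye. For A and G the values were 1.06 and 1.06 against about 1.0 for each in Fig. 2c. For U the value was 0.952 against about 0.91. The folding energy of the mRNA with CCU was −7.9 kcal/mol and the paper's is about −8.1 kcal/mol in Fig. 2d, read by eye. The paper's squared correlation between repeats of the second codon is over joint codon frequencies, which were not analysed here.

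The paper states a mild selection of A over −20 to −1. In the 30S, A averaged 0.937 and was lower than the Blank at 5 of 20 positions and higher at none, or lower at 1 with TMM factors or DESeq2; in the 30SIC it averaged 1.01, with 3 higher and 1 lower. The 70SIC, at 1.04 with 8 higher and none lower, goes the paper's way.

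The paper states a preference for U at −20 to −15 and probably near AUG. Of the 6 positions at −20 to −15, 1 was higher in the 70SIC in edgeR, with a mean of 1.05. Near AUG, at −4 to −1, U averaged 0.963 in the 70SIC; U at −1 was above 1, at 1.15, and did not pass in edgeR or DESeq2 but did with TMM factors, without either 30S library and without the second 70SIC library, and U at −2 was at 0.95.

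The paper states that G at −15 to −5 is enriched less clearly in the 30S. G was higher than the Blank at 9 of 11 positions there, as many as in the 30SIC, but the 30S calls lay nearer to the threshold. The lowest adjusted p was 0.0321 in the 30S and 0.00262 in the 30SIC (edgeR). Neither complex kept a call against the Blank without the repeat block. The mean of 1.18 is below 1.24 and 1.39 in the 30SIC and 70SIC, and the 30S has no peak at −10, which goes the paper's way.

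The paper states an enrichment of CU in the k-mers of the N8M 30S. Over single bases, which is another measure, C averaged 0.992 and U 0.955 there. C goes the paper's way, to 1.06 and 1.01, in the alternatives set before the data were examined that leave out the first and last position or put 25% in place of the Blank; with shares pooled over the positions it is 0.961, further from it. Without the first and last position and with 25%, U stays below 1, at 0.944 and 0.734. The fall of both in the 30SIC, to 0.618 and 0.639, goes the paper's way.

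In its section on −14 to −7, the paper states little difference in base preference between the 30SIC and the 70SIC. In N20U none of the 16 combinations of A or G with these positions passed in edgeR (5 at an unadjusted p under 0.05) or limma; 4 rose when adjusted over the list alone, TMM factors called 4 higher and DESeq2 2 higher, and edgeR called 7 higher without the first 70SIC library. The strength of the preference at −14 to −7 rose from 0.231 to 0.367 in this step, after 0.142 to 0.231 in the step before, with a rise in both repeats. The purine share gained over the Blank rose from 7.94 to 10.3 percentage points in the first repeat and from 6.07 to 12.6 in the second. In N8M the mean ratio of the 70SIC to the 30SIC was 0.995 for G and 1.02 for A, which goes the paper's way.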

Other observations

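The test of folding energy was set before its result was seen, and that of AGGAGG after; its bound was widened by the errors stated in Fig. 4b once the values had been seen. Under the first bound, without those errors, both repeats fell short of it, the second narrowly. Single-base preferences would then have been judged too weak for the rise drawn in Fig. 4b, so that the widening decided the outcome. Falling short would not have shown that they give no part of that rise.

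The paper reports in Fig. 5 that mRNAs captured by the 30S fold more stably. A hypothesis was that base composition alone, at independent positions, shifts the energy. Of 20000 sequences drawn from the base shares of each N20D library, the mean minimum free energy of the 30S minus that of the Blank was −0.202 ± 0.0913 kcal/mol (SD, n = 2). The differences in the repeats were −0.137 and −0.267 kcal/mol, and the bound set beforehand for composition as the cause was −0.2 kcal/mol in both, so that composition cannot be told apart from a preference for structure with these counts. In the 30SIC the difference was −0.00361 ± 0.359 kcal/mol (SD, n = 2) and in the 70SIC 0.163 ± 0.24 kcal/mol (SD, n = 2).

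Multiplying the base shares of N20U as if positions were independent gives an expected share of mRNAs with AGGAGG of 0.458 ± 0.159% (SD, n = 2) in the Blank, 0.743 ± 0.358% (SD, n = 2) in the 30S, 1.03 ± 0.388% (SD, n = 2) in the 30SIC and 1.49 ± 0.0437% (SD, n = 2) in the 70SIC. The fold of the 70SIC over the Blank was 3.45 on average, with 2.67 and 4.22 in the repeats. How much of the rise drawn in Fig. 4b the single-base preferences could give cannot be told apart at the errors that figure states for the Blank.

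The mean GC share of N20U was 41.0 ± 3.36% (SD, n = 2) in the Blank, 43.0 ± 5.34% (SD, n = 2) in the 30S, 41.6 ± 3.30% (SD, n = 2) in the 30SIC and 42.3 ± 1.97% (SD, n = 2) in the 70SIC, with a wide spread between repeats. Against the Blank of its own repeat, each complex was higher in both repeats, by 3.39 and 0.598 percentage points in the 30S, 0.564 and 0.659 in the 30SIC and 0.296 and 2.27 in the 70SIC; with 2 repeats this was not tested. In N20D the differences were 1.08 and 1.26 percentage points in the 30S, −4.22 and 1.05 in the 30SIC and −0.0305 and 0.741 in the 70SIC. With 1 library each, the GC share fell in N8U from 48.3% in the Blank to 45.3% in the 30S and 41.4% in the 30SIC. It rose in N8M from 55.0% to 57.8% in the 30S, 60.7% in the 30SIC and 59.3% in the 70SIC, and in N8D from 51.5% to 55.2%, 52.8% and 53.3%.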
